# Resistance of MMTV-NeuT/ATTAC mice to anti-PD-1 immune checkpoint therapy is associated with macrophage infiltration and Wnt pathway expression

**DOI:** 10.18632/oncotarget.28330

**Published:** 2022-12-20

**Authors:** Hongyan Yuan, Lu Jin, Handan Xiang, Anannya Bhattacharya, Philip E. Brandish, Gretchen Baltus, Alexander Tong, Changyan Zhou, Robert I. Glazer

**Keywords:** PD-1, NeuT, Wnt, macrophages, mammary tumorigenesis

## Abstract

One of the central challenges for cancer therapy is the identification of factors in the tumor microenvironment that increase tumor progression and immune tolerance. In breast cancer, fibrosis is a histopathologic criterion for invasive cancer and poor survival that results from inflammatory factors and remodeling of the extracellular matrix to produce an immune tolerant microenvironment. To determine whether tolerance is associated with the immune checkpoint, Programmed Cell Death 1 (PD-1), NeuT/ATTAC mice, a conditional model of mammary fibrosis that we recently developed, were administered a murine-specific anti-PD-1 mAb related to pembrolizumab, and drug response was monitored by tumor development, imaging mass cytometry, immunohistochemistry and tumor gene expression by RNAseq. Tumor progression in NeuT/ATTAC mice was unaffected by weekly injection of anti-PD-1 over four months. Insensitivity to anti-PD-1 was associated with several processes, including increased tumor-associated macrophages (TAM), epithelial to mesenchymal transition (EMT), fibroblast proliferation, an enhanced extracellular matrix and the Wnt signaling pathway, including increased expression of Fzd5, Wnt5a, Vimentin, Mmp3, Col2a1 and Tgfβ1. These results suggest potential therapeutic avenues that may enhance PD-1 immune checkpoint sensitivity, including the use of tumor microenvironment targeted agents and Wnt pathway inhibitors.

## INTRODUCTION

It has become increasingly apparent that the cell-centric hallmarks of cancer originally proposed [1] are exceedingly more complex, and must now take into account the multi-faceted role of multiple cell types in the tumor microenvironment (TME) [2–5]. Although the TME has emerged as an important determinant of tumorigenesis as well as a plausible therapeutic target [6], understanding the specific cellular and molecular changes in the TME associated with breast cancer risk remains one of the overarching challenges for the prevention and treatment of this disease. Among the many stromal elements in the breast, adipose and fibrotic tissue comprise the largest components. Since stromal fibrosis is a histopathologic criterion of invasive breast cancer [7, 8], metastasis [9] and the development of precancerous lesions [10], identification of the signaling processes between tumor and stromal cells would greatly enhance our understanding of their roles in tumor progression. The TME undergoes extensive changes during the transition from pre-invasive to invasive ductal breast carcinoma as a result of the paracrine effects of inflammatory factors elicited by tumor cells and cancer-associated fibroblasts and macrophages [11, 12]. Stromal fibroblasts secrete chemokines such as Cxcl1 which enhances tumor progression [13–15] by inhibiting the adaptive immune response through recruitment and activation of regulatory T cells (Treg) and myeloid-derived suppressor cells (MDSC) [16–20].

There have been relatively few animal models to study the relationship between mammary fibrosis and tumorigenesis. To address this objective, we utilized the ErbB2 transgenic model, MMTV-NeuT/ATTAC, where stromal fibrosis can be induced conditionally by the targeted ablation of mammary adipose tissue [21]. Utilizing this more stringent tumor model to test its susceptibility to anti-PD-1 immunotherapy, we report the signaling processes associated with its lack of responsiveness.

## RESULTS

### Fibrosis and tumor development

NeuT/ATTAC mice were used as a rigorous tumor model to test the efficacy of a murine-specific anti-PD-1 monoclonal antibody (mAb). Mice were treated with 100 μg of the mAb or isotype-specific IgG twice weekly for four months and tumor development, tumor multiplicity and survival determined (Figure 1). Anti-PD-1 treatment did not affect these parameters, and therefore a detailed analysis of changes in the tumors and the immune environment were assessed to determine possible mechanisms for this lack of responsiveness.

**Figure 1:**
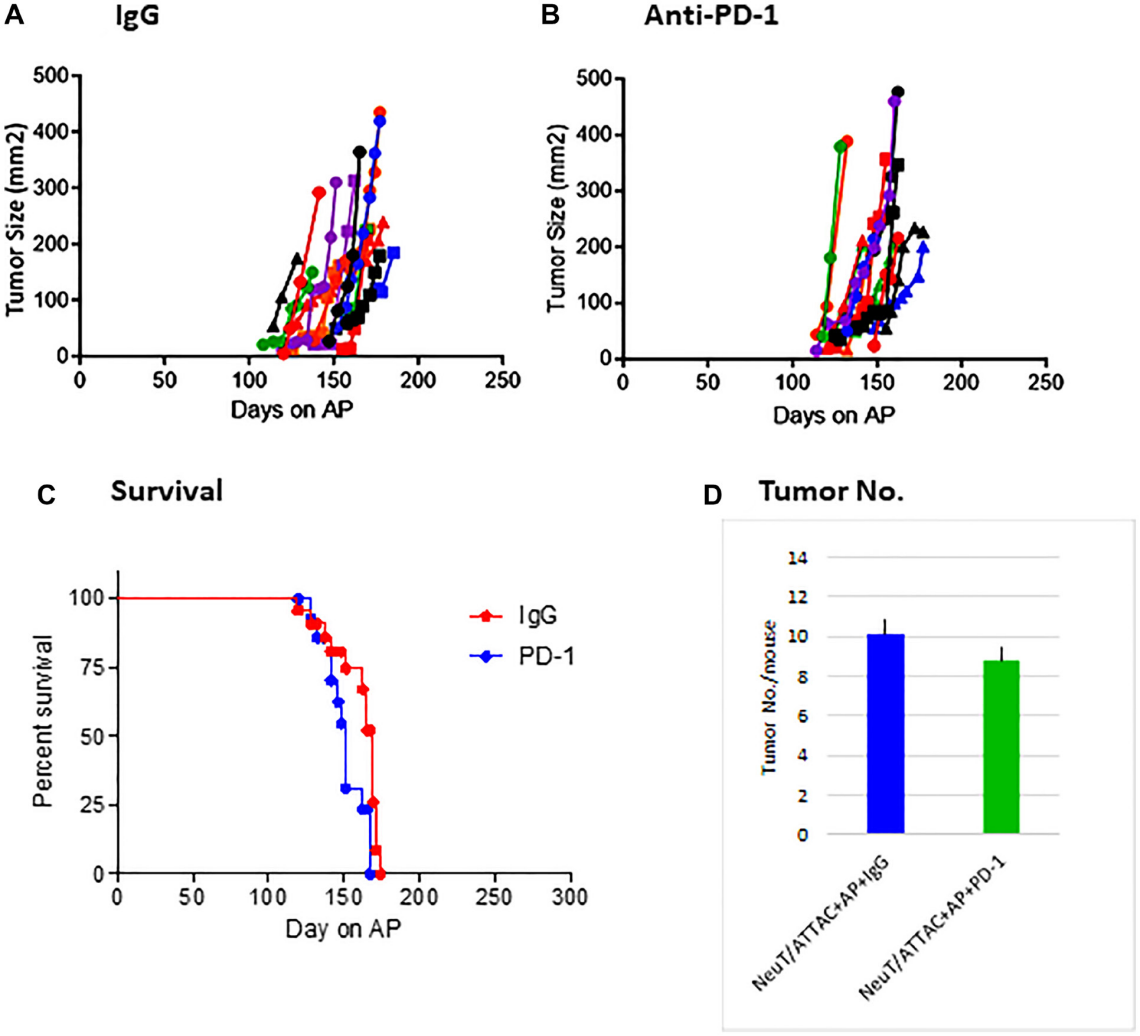
Effect of anti-PD-1 mAb treatment on tumorigenesis in NeuT/ATTAC mice. Tumor development in IgG-treated (**A**) and anti-PD-1-treated (**B**) mice over four months. Mice were treated triweekly by i.p. injection of 0.4 mg/kg AP21087 to induced fibrosis [21]. (**C**) Survival in NeuT/ATTAC mice. There was no significant difference between the IgG- and anti-PD-1-treated groups by the Mantel-Cox log-rank test. (**D**) Tumor multiplicity in NeuT/ATTAC mice after treatment with IgG or anti-PD-1. There was no significant difference (*P* > 0.05) between the IgG- and anti-PD-1-treated groups by the two-sided Student’s *t* test.

IMC of tumors was used to evaluate changes in the TME (Figure 2). Similar cell types from IgG- and anti-PD-1-treated animals were grouped together (Figure 2A–2D). Ki67^+^ proliferating cells were visualized predominantly in Erbb2^+^ tumors, and anti-PD-1 mAb treatment did not alter the percentages of Erbb2^+^, Ki67^+^, CD11b^+^ monocytic myeloid cells, CD31^+^ endothelial cells or αSMA^+^ fibroblasts/pericytes; however, a significant increase in tumor-associated F4/80^+^ macrophages (*p* < 0.025) was observed (Figure 2E).

**Figure 2:**
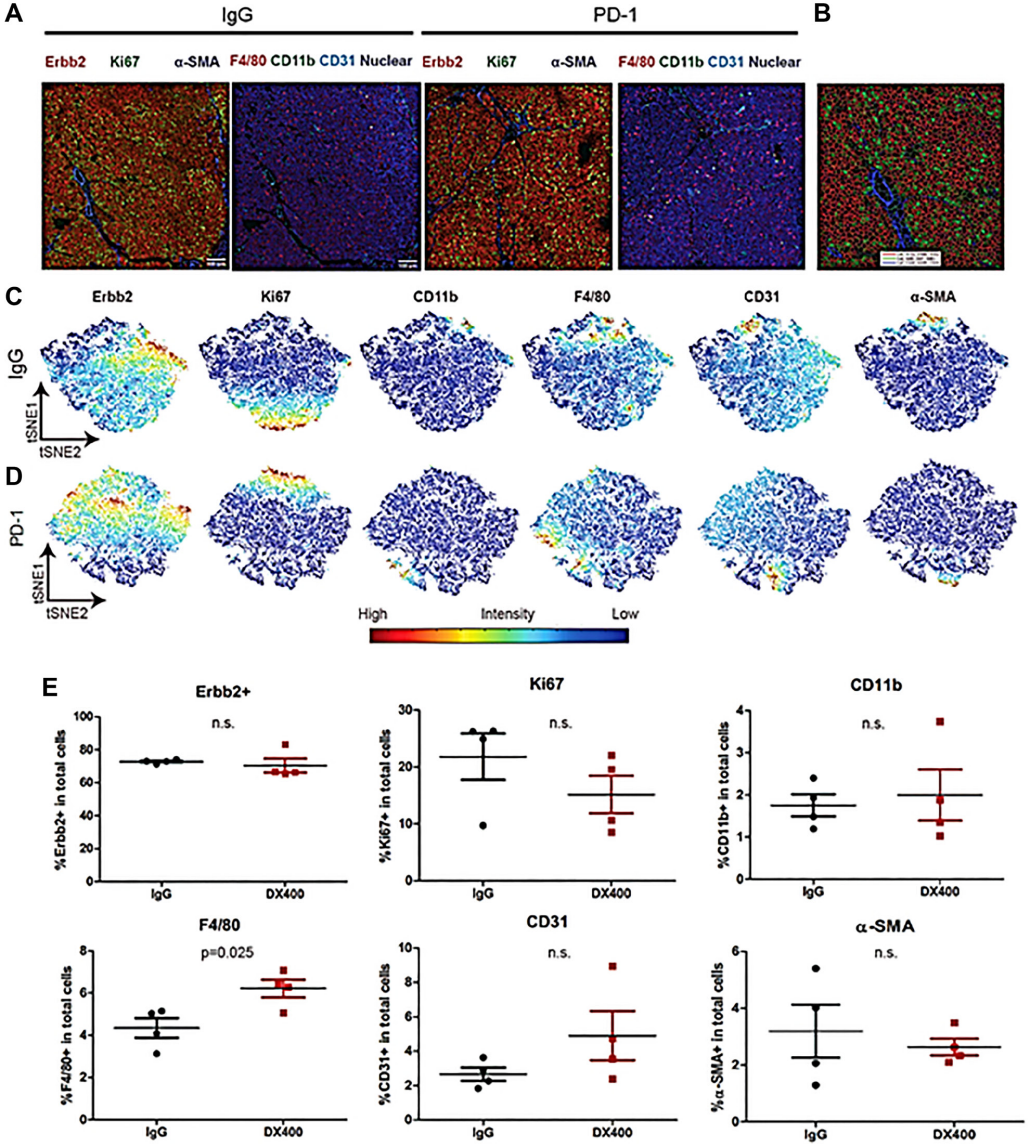
Imaging mass cytometry of tumors from NeuT/ATTAC mice after treatment with anti-PD-1 or IgG. Multiplex IHC and IMC was used to assess the effect of anti-PD-1 mAb treatment on the cellular composition of tumors from NeuT/ATTAC mice in which fibrosis was induced by AP21087 [21]. (**A**) Images of IgG and anti-PD-1-treated groups were obtained by staining with anti-Erbb2, −Ki67, −αSMA, −F4/80, −CD11b, and −CD31 antibodies. (**B**) Segmentation masks were generated for each image to visualize and quantify the cell types of interest into two dimensions [43]. (**C**, **D**) Erbb2^+^, Ki67^+^, CD11b^+^, F4/80^+^, CD31^+^ and αSMA^+^ cells were visualized in the IgG group and anti-PD-1 groups (*N* = 4 per group). (**E**) Quantification of the percentage of Erbb2^+^, Ki67^+^, CD11b^+^, F4/80^+^, CD31^+^ and αSMA^+^ cells from the IgG and anti-PD-1 groups. There was a significant increase in tumor-associated F4/80^+^ macrophages (*p* < 0.025).

Analysis of tumor infiltrating immune cells by FACS indicated a significant increase of Foxp3^+/^PD-1^−^ Treg cells, but no changes in the other cell subsets (Figure 3). 

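Tumors from 3 IgG-treated and 3 anti-PD-1-treated NeuT/ATTAC mice were compared, with 1 library per tumor. NeuT/ATTAC mice carry the MMTV-NeuT transgene, which expresses Erbb2 in the mammary gland, and the FAT-ATTAC transgene, with which AP20187 ablates mammary adipose tissue and induces fibrosis. The mice received 0.4 mg/kg AP20187 from 6 weeks of age, triweekly in the paper and biweekly in the sample labels. From 8 weeks of age they received 100 μg of IgG or anti-PD-1 mAb 2 times per week. The legend of Fig. 4 describes the RNA of each group as pooled, whereas the values used here are those of 3 separate tumors per group.

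By the paper's methods, the authors trimmed the reads with Cutadapt, aligned and counted them with RSEM on mm10 and tested the counts with the authors' DESeq2. The values they deposited are FPKM (fragments counted on a gene, scaled by its exon length and by the size of the library), and 28732 Ensembl gene IDs were above 0 in at least 1 tumor. Multiplied by the gene's merged exon length, between 97.0% and 97.3% of the detected values in each tumor were whole multiples of 1 read's worth. The reads behind these values could thus be recovered. Whether they are the counts that RSEM gave is not known, since the paper's text does not say how the FPKM was made. The recovered reads came to 21065845, 23719060 and 22048447 in IgG replicates 1 to 3 and to 23843887, 22906776 and 22952954 in anti-PD-1 replicates 1 to 3. At this depth, 3 reads on a gene with 2 kb of exons corresponded to between 0.0586 and 0.0682 FPKM. The tumors already shared one level, with median-of-ratios factors close to 1.

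For the comparisons given here, the FPKM values were divided by these factors, and log2(FPKM + 1) was compared between the groups with limma (two-sided, eBayes with an intensity trend, Benjamini-Hochberg adjustment). The test covered the 15069 genes with a mean FPKM of at least 0.5 over the 6 tumors. A log2 fold change on this scale understates the change of genes with a low FPKM. An exact permutation test of 3 tumors against 3 cannot give a p-value under 0.1. Gene coordinates are those of GRCm38 in GENCODE release M21.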

To gain greater clarity about the processes associated with the insensitivity to anti-PD-1 therapy, transcriptomic analysis of the tumors was performed by RNAseq (Supplementary Table 1). 

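Table 1 of the paper assigns 14 genes to 10 processes, and each process holds between 8 and 13 of the same genes. The genes are Vcan, Ccn2, Mmp3, Bgn, Plaur, Vim, Tert, Wnt5a, Tgfb1, Col2a1, Ccnd1, Lef1, Fzd5 and Bmp1. All 14 had a higher mean log2(FPKM + 1) in anti-PD-1 than in IgG tumors, with log2 fold changes from 0.49 for Tert to 1.54 for Vim and a median of 0.85. Of the 14 genes, 6 (Vim, Fzd5, Bmp1, Tgfb1, Mmp3 and Ccnd1) were at least 1.5-fold higher at an unadjusted p under 0.05. None had a limma adjusted p under 0.05 over all genes tested, and 1 (Vim, adjusted p = 0.0220) did when adjusted over the list alone. Adjusted over a list of 18 genes that adds Dkkl1, Arg1, Gapdh and Lgr6, 5 of the 14 did, so the count hangs on the list. The study chose these genes on the same tumors, so neither of these counts is independent evidence. In 5 of the 14 genes every anti-PD-1 tumor lay above every IgG tumor, where chance gives 5% of genes in this direction.

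Ccnd1 (ENSMUSG00000070348, protein-coding, chromosome 7 from 144929931 to 144939925) had an FPKM of 93.1 ± 20.2 (SD, n = 3) in anti-PD-1 and 51.1 ± 12.2 (SD, n = 3) in IgG tumors. Its log2 fold change was 0.86 (standard error 0.24, adjusted p = 0.344 from limma), and the tumors of the groups did not overlap (two-sided exact permutation test, p = 0.1). Wnt5a (ENSMUSG00000021994, protein-coding, chromosome 14 from 28504750 to 28527448) had an FPKM of 6.72 ± 1.08 (SD, n = 3) in anti-PD-1 and 4.87 ± 3.23 (SD, n = 3) in IgG tumors, a difference within the spread of the IgG tumors (exact permutation test, p = 0.5). The log2 fold change of Wnt5a was 0.55 (standard error 0.40, adjusted p = 0.607 from limma) and ranged from 0.10 without IgG replicate 3 to 0.95 without IgG replicate 1. Reads of Wnt5a could include those of Gm2670, which overlaps it.

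In each tumor, the median of the 14 genes was set against their mean over the 6 tumors. On the log2 scale it was 0.29, -0.87 and -0.76 in IgG replicates 1 to 3 and 0.42, 0.17 and 0.62 in anti-PD-1 replicates 1 to 3 (exact permutation test, p = 0.2). Camera, limma's gene set test, run with its preset correlation between genes, gave an adjusted p of 2.6e-06 for the list over 12 sets. With the rotation test fry the adjusted p was 0.604, and with camera's correlation estimated from the residuals it was 0.710. The setting that moved the list most was leaving out IgG replicate 1, which raised the median log2 fold change to 1.16 and the number of genes at an unadjusted p under 0.05 to 12. For the 10 processes taken singly, the median log2 fold change lay between 0.73 and 0.87, and the exact permutation p between 0.1 and 0.3.

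**Figure D1:**
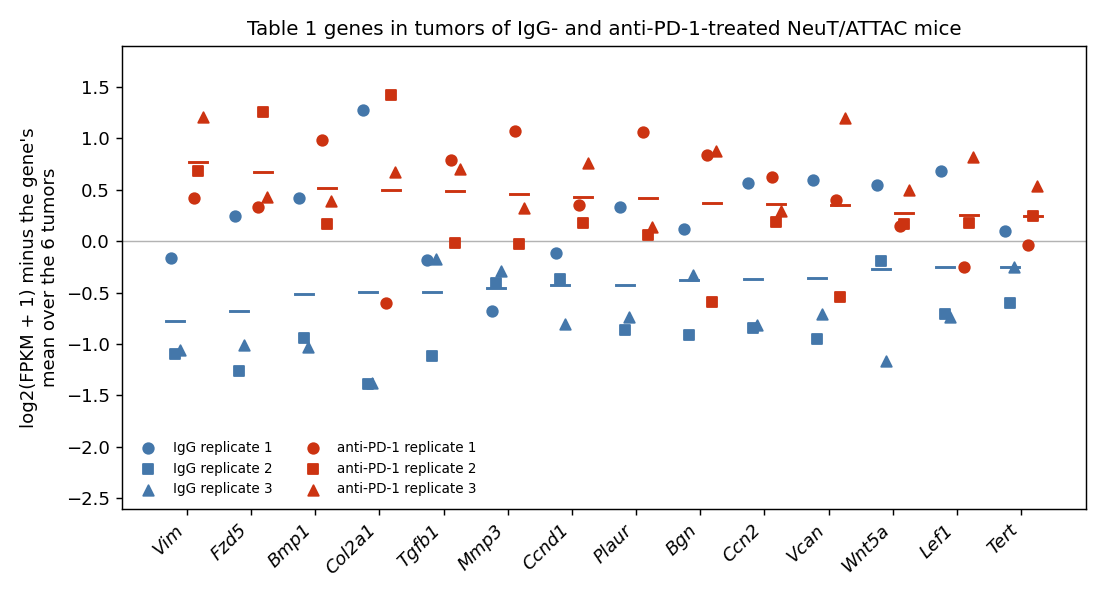
Expression of the 14 genes of Table 1 in each tumor, as log2(FPKM + 1) minus the gene's mean over the 6 tumors (vertical axis), with genes ordered by log2 fold change. Points are single tumors, shaped by replicate and colored by group, and short bars are group means; IgG replicate 1 lies above the other IgG tumors in 12 of the 14 genes, all but Mmp3 and Tgfb1.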

Several processes were significantly upregulated, including myofibroblast differentiation, epithelial-to-mesenchymal transition (EMT), endothelial cell proliferation, ECM assembly, tumor growth and the Wnt pathway (Table 1). 

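Fzd5 (ENSMUSG00000045005, protein-coding, chromosome 1 from 64730558 to 64737751) had an FPKM of 19.1 ± 7.63 (SD, n = 3) in anti-PD-1 and 7.44 ± 5.08 (SD, n = 3) in IgG tumors. Its log2 fold change was 1.35 (standard error 0.43, adjusted p = 0.355 from limma), between 1.05 and 1.81 with each tumor left out in turn. Vim (ENSMUSG00000026728, protein-coding, chromosome 2 from 13573927 to 13582826) rose from 28.9 ± 11.8 (SD, n = 3) to 84.4 ± 24.3 (SD, n = 3) FPKM. The log2 fold change of Vim was 1.54 (standard error 0.31, adjusted p = 0.344 from limma), between 1.33 and 1.85 in the same leave-one-out fits. Dkkl1 (ENSMUSG00000030792, protein-coding, chromosome 7 from 45207519 to 45212147) had an FPKM of 2.88 ± 2.91 (SD, n = 3) in anti-PD-1 and 17.1 ± 7.75 (SD, n = 3) in IgG tumors, a log2 fold change of -2.37 (standard error 0.57, adjusted p = 0.344 from limma). Between 27 and 861 reads stood behind the Dkkl1 values of single tumors. In Fzd5, Vim and Dkkl1 the groups did not overlap, which gives the smallest p that 3 tumors against 3 allow (two-sided exact permutation test, p = 0.1). The same held for Tgfb1 (ENSMUSG00000002603, chromosome 7 from 25687002 to 25705077), with a log2 fold change of 0.98, and for Mmp3 (ENSMUSG00000043613, chromosome 9 from 7445822 to 7455975), with 0.92. In Bmp1 (ENSMUSG00000022098, chromosome 14 from 70474558 to 70520234) IgG replicate 1, at 14.2 FPKM, lay above 2 of the anti-PD-1 tumors, and the log2 fold change was 1.03 (adjusted p = 0.395 from limma). Gm38058 overlaps Fzd5, and the paper's text does not say whether reads were counted by strand.

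Lef1 and Col2a1 were low, and IgG replicate 1 set their IgG mean. Lef1 (ENSMUSG00000027985, protein-coding, chromosome 3 from 131110471 to 131224356, overlapped by Gm42449 and Gm43352) had 2.03, 0.155 and 0.134 FPKM in IgG replicates 1 to 3 and 0.590, 1.14 and 2.33 FPKM in anti-PD-1 replicates 1 to 3. Its log2 fold change was 0.50 (standard error 0.45, adjusted p = 0.669 from limma; exact permutation test, p = 0.5) and 0.97 without IgG replicate 1. Col2a1 (ENSMUSG00000022483, protein-coding, chromosome 15 from 97975602 to 98004695) had 1091, 0 and 1 reads in IgG replicates 1 to 3 and 172, 1359 and 698 reads in anti-PD-1 replicates 1 to 3. The difference in Col2a1 was within the spread of the tumors, with a log2 fold change of 1.00 (standard error 0.81, adjusted p = 0.632 from limma; exact permutation test, p = 0.3). Without IgG replicate 1 it was 1.88, and with 0.1 in place of 1 added to the FPKM it was 2.73.

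**Figure D2:**
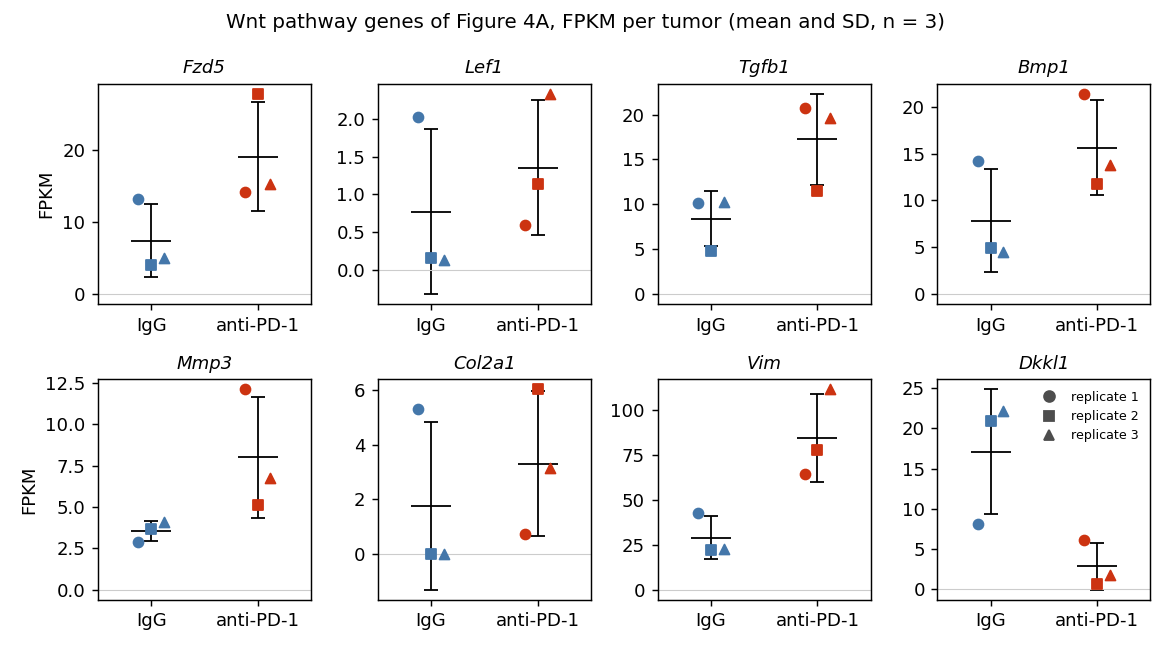
FPKM (vertical axis) of the Wnt pathway genes of Fig. 4A in the 3 IgG (blue) and 3 anti-PD-1 (red) tumors, with circles, squares and triangles for replicates 1, 2 and 3. The horizontal bar is the group mean and the whiskers its SD (n = 3), which for Lef1, Col2a1 and Dkkl1 reach below 0 although no FPKM does; the groups are apart in Fzd5, Tgfb1, Mmp3, Vim and Dkkl1 and overlap in Lef1, Bmp1 and Col2a1.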

The latter pathway included increased expression of Fzd5, Lef1, Tgfb1, Bmp1, Mmp3, Col2a1 and Vim, and reduced expression of the Fzd5 inhibitor Dkkl1 (Figure 4A, 4B). Increased protein expression of Fzd5 and Vim and reduced expression of Dkkl1 were confirmed by IHC (Figure 4C).

**Figure 3:**
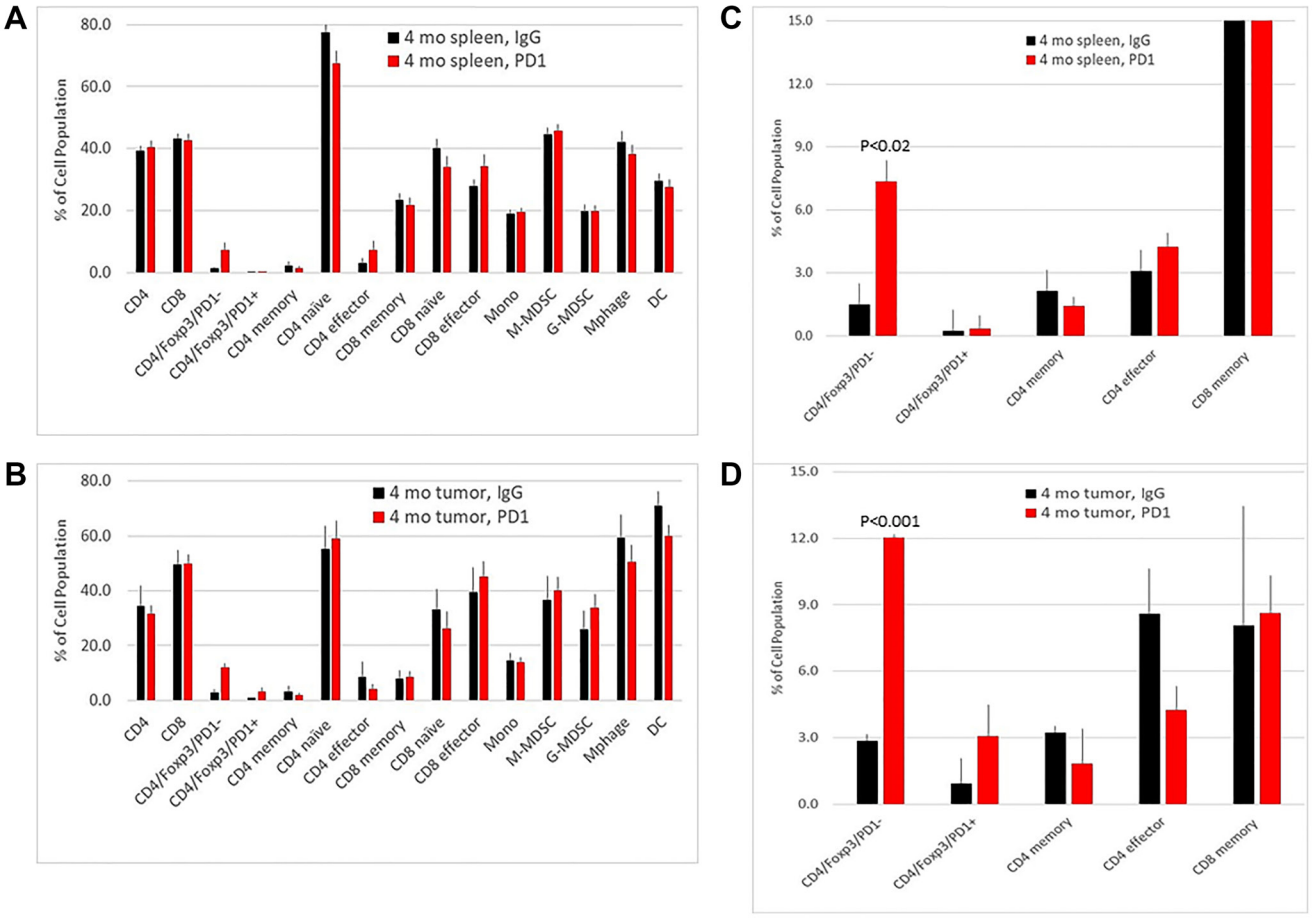
Flow cytometry of immune cell subsets in spleen and tumors from NeuT/ATTAC mice after treatment with IgG or anti-PD-1. FACS analysis of immune cells from spleen (**A**, **B**) and tumor infiltrates (**C**, **D**) after IgG and anti-PD-1 treatment. Panels B and D are presented on an expanded scale. There were significant increases in CD4^+^/Foxp3/PD-1^−^ Treg cells in spleen (*P* < 0.02) and tumors (*P* < 0.001). Statistical significance was determined by the two-tailed Student’s *t* test.

**Table 1:** Transcriptomic analysis of the biological processes upregulated in tumors from NeuT/ATTAC+AP mice following anti-PD-1 treatment

Gene set seed	Total # of Neighbors	Overlap	Overlapping entities	*p*-value
Myofibroblast differentiation	669	9	VCAN;CCN2;MMP3;BGN;PLAUR;VIM;TERT;WNT5A;TGFB1	5.00E-10
Mesenchymal stem cell differentiation	850	9	VCAN;CCN2;COL2A1;PLAUR;CCND1;LEF1;TERT;WNT5A;TGFB1	5.15E-09
Canonical Wnt signaling pathway	2592	13	CCN2;MMP3;PLAUR;VIM;CCND1;LEF1;TERT;WNT5A;VCAN;COL2A1;BGN;FZD5;TGFB1	7.06E-09
Fibroblast proliferation	1278	10	VCAN;CCN2;MMP3;BGN;PLAUR;VIM;CCND1;TERT;WNT5A;TGFB1	1.43E-08
Endothelial cell proliferation	1766	11	CCN2;MMP3;PLAUR;VIM;CCND1;TERT;WNT5A;VCAN;BGN;BMP1;TGFB1	2.59E-08
Smooth muscle cell migration	749	9	VCAN;CCN2;MMP3;BGN;PLAUR;VIM;CCND1;WNT5A;TGFB1	3.75E-08
Fibrogenesis	1091	9	VCAN;CCN2;MMP3;BGN;PLAUR;VIM;CCND1;WNT5A;TGFB1	5.70E-08
ECM assembly	881	8	VCAN;CCN2;COL2A1;BGN;VIM;WNT5A;BMP1;TGFB1	1.52E-07
Tumor cell growth	2081	11	CCN2;MMP3;PLAUR;VIM;CCND1;LEF1;TERT;WNT5A;VCAN;BGN;TGFB1	1.69E-07
Macrophage infiltration	1086	9	CCN2;COL2A1;MMP3;BGN;PLAUR;VIM;TERT;WNT5A;TGFB1	9.12E-07

Shown are processes based on a ≥ 1.5× increase in RNA expression with a *p*-value < 0.05 (Supplementary Table 1) using Pathway Studio v. 

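At the thresholds of Table 1, an unadjusted p under 0.05 and a change of at least 1.5-fold, 587 of the 15069 genes tested were higher and 683 lower in anti-PD-1 than in IgG tumors. No gene had a limma adjusted p under 0.05, while 1848 genes (12.3%) had an unadjusted p under 0.05, against 753 that a share of 5% would give. The groups did not overlap in 2720 genes (18.1%), where chance gives 10%. Leaving out IgG replicate 1 changed these counts most, to 1000 higher and 1242 lower genes and 12 genes with an adjusted p under 0.05. In the fit without IgG replicate 2 the counts were 369 higher and 388 lower genes.

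The smallest p among higher genes without overlap belonged to Fetub (ENSMUSG00000022871, protein-coding, chromosome 16 from 22918334 to 22939778). Fetub had an FPKM of 75.5 ± 7.39 (SD, n = 3) in anti-PD-1 and 11.8 ± 3.54 (SD, n = 3) in IgG tumors. Its log2 fold change was 2.61 (standard error 0.22, adjusted p = 0.0809 from limma), and between 2.44 and 2.83 with each tumor left out in turn. The adjusted p of Fetub was 0.0397 without IgG replicate 3. Pthlh (ENSMUSG00000048776, chromosome 6 from 147252101 to 147264183), behind Mir6905 by p, had a log2 fold change of 2.36 (adjusted p = 0.344 from limma) and 38, 4 and 4 reads in the IgG tumors. The second higher gene and the first 3 lower genes by p were RNAs that lie within or opposite other genes. The miRNA gene Mir6905, the second higher gene, lies within Med23 and had between 4 and 7 reads in the anti-PD-1 tumors and none in the IgG tumors. Mir7227 lies within Arid1a and had between 3 and 6 reads in the IgG tumors and none in the anti-PD-1 tumors. The pseudogene Gm11702, within Grb2, had a log2 fold change of -2.40 with at most 21 reads per tumor, and Gm20275, antisense to Myo9a, one of -2.18 with at most 254 reads. Reads of the surrounding genes could be counted on these 4 RNAs.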

9.

**Figure 4:**
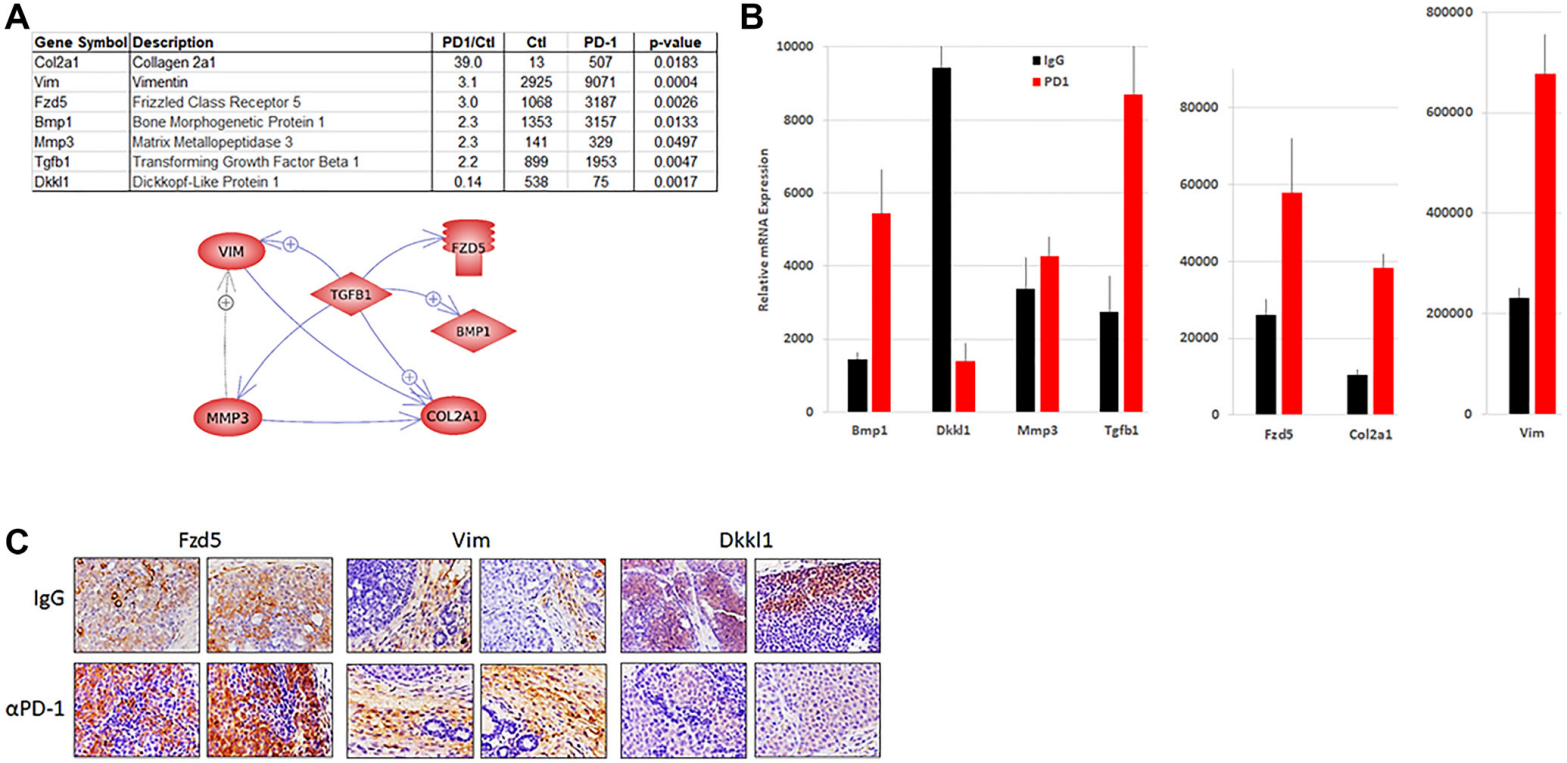
Wnt pathway expression in tumors from NeuT/ATTAC mice. RNA was prepared from mammary tumors from each group (*N* = 5) and pooled for RNAseq. (**A**) Wnt pathway genes that were upregulated in anti-PD-1-treated mice. Gene interactions were determined with Pathway Studio version 9.1. (**B**) qRT-PCR analysis of the genes in (A). (**C**) IHC of Wnt pathway components in tumors of NeuT/ATTAC mice.

## DISCUSSION

One of the impediments to successful cancer therapy is the heterogeneity and cellular plasticity of the tumor and TME [22, 23]. Using the NeuT/ATTAC fibrotic breast cancer model, we show that its unresponsiveness to anti-PD-1 therapy is associated in part with a gene network connected to increased expression of components of the Wnt pathway (Figure 4). These results are consistent with a previous study implicating the Wnt pathway in the lack of T cell expansion and resistance to anti-PD-1 therapy [24]. Similarly, the Wnt pathway has been shown to drive Tgfb1 and Bmp1 signaling [25, 26] and the promotion of a collagen-rich fibrotic phenotype that excludes T cell infiltration of the tumor [27, 28]. 

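Of a list of 65 Wnt ligands, receptors and regulators, 42 passed the filter on low FPKM in these tumors. Of these, 22 were higher in anti-PD-1 tumors, with a median log2 fold change of 0.03 (limma's camera, adjusted p = 0.801). Of 20 canonical Wnt target genes, 11 were tested and 5 were higher, with a median of -0.02 and the same adjusted p. Both medians changed sign with the settings. For the targets the median ranged from -0.18 to 0.16 over the fits that each left out 1 tumor, and for the ligands, receptors and regulators from -0.06 to 0.06. The list of ligands, receptors and regulators pools members of opposite action, such as Fzd5 and Dkkl1, which the paper calls an inhibitor of Fzd5. Its median can lie near 0 whether or not the pathway rose, so it cannot decide about the pathway. Besides Fzd5 and Dkkl1, the list of regulators holds Lgr6 (ENSMUSG00000042793, chromosome 1 from 134983301 to 135105276). Lgr6 had an FPKM of 0.612 ± 0.503 (SD, n = 3) in anti-PD-1 and 9.12 ± 10.6 (SD, n = 3) in IgG tumors, a log2 fold change of -2.16 (standard error 0.70, adjusted p = 0.355 from limma). IgG replicate 2, at 21.2 FPKM, carried most of the IgG mean of Lgr6, and without that tumor its log2 fold change was -1.32.

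Fibroblast and matrix genes had a median log2 fold change of 0.50 (adjusted p = 0.0521 from camera) and mesenchymal genes of 0.33 (adjusted p = 0.0521). The tumors within a group differed as widely as the groups did. The median of the fibroblast and matrix genes, relative to the mean over the 6 tumors, was 0.41, -0.77 and -0.19 in IgG replicates 1 to 3 and 0.81, -0.65 and 0.54 in anti-PD-1 replicates 1 to 3 (exact permutation test, p = 0.5). Without anti-PD-1 replicate 2 the median log2 fold change of this set was 0.96, and without IgG replicate 2 it was 0.12.

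Citing Fig. 4, the paper concludes that the lack of response of this model to anti-PD-1 is associated in part with a gene network connected to Wnt pathway components.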

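Arg1 (ENSMUSG00000019987, protein-coding, chromosome 10 from 24915221 to 24927484) encodes arginase 1. In the tumors analyzed by RNAseq it had an FPKM of 21.5 ± 13.5 (SD, n = 3) in anti-PD-1 and 87.2 ± 64.4 (SD, n = 3) in IgG tumors. Its log2 fold change was -1.92 (standard error 0.65, adjusted p = 0.357 from limma). The highest anti-PD-1 tumor, at 35.1 FPKM, lay just under the lowest IgG tumor, at 35.5 FPKM (two-sided exact permutation test, p = 0.1). With each tumor left out in turn the log2 fold change of Arg1 stayed between -2.43 and -1.36. Between 438 and 8754 reads per tumor stood behind these values. A list of 20 macrophage genes had a median log2 fold change of 0.20 (adjusted p = 0.0622 from camera), with 17 of its genes higher in anti-PD-1 tumors. Without anti-PD-1 replicate 2 that median was 0.38, and without anti-PD-1 replicate 3 it was 0.03.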

Interestingly, although the insensitivity to anti-PD-1 treatment in NeuT/ATTAC mice was associated with an increase in TAM (Figure 2), tumors exhibited a reduction in Arg1 expression (Supplementary Table 1), which usually defines tissue macrophages with M1 polarization and sensitivity to immune checkpoint inhibitor therapy [29–31]. However, this may not reflect Arg1 expression in TAM, which do not exhibit the distinct functionality of tissue macrophages [32].

Although the present study was conducted in AP-21087-treated NeuT/ATTAC FVB mice and not in untreated mice, previous studies have shown that MMTV-NeuT Balb/c mice were insensitive to anti-PD-1 treatment [33] and failed to generate a cytotoxic T cell response to anti-erbB2 therapy [34], suggesting that the NeuT genotype is immune suppressed.

Lastly, among all of the tumor-infiltrating immune cell subsets, only Foxp3^+^/PD-1^−^ Treg cells were elevated (Figure 3), a subset known to be more immunosuppressive than Foxp3^+^/PD-1^+^ Treg cells [35] and a phenotype expected to be intrinsically insensitive to anti-PD-1 mAb.

Overall, the immune tolerant TME in NeuT/ATTAC mice was associated with tumor-infiltrating macrophages, Foxp3^+^/PD-1^-^ Treg cells as well as upregulation of the Wnt signaling pathway, which may provide further insights into the therapeutic options that may enhance immune checkpoint therapy.

## MATERIALS AND METHODS

### Animals

MMTV-NeuT mice [36] were obtained from Jackson Labs (FVB-Tg(MMTV-Erbb2)NK1Mul/J) [37] and FAT-ATTAC mice on a C57BL/6 background were kindly provided by Dr. Philipp Scherer, University of Texas Southwestern [38, 39]. FAT-ATTAC mice were crossed into the FVB strain and subsequently with MMTV-NeuT mice to produce NeuT/ATTAC mice as previously described [21]. In brief, NeuT/ATTAC mice at 6 weeks of age were injected i.p. triweekly with 0.4 mg/kg AP20187 throughout tumor development to induce fibrosis [21]. At 8 weeks of age, mice were injected i.p. twice weekly with 100 μg of the anti-PD-1 monoclonal antibody (mAb) or a matching isotype-specific IgG mAb for four months. This dose achieved a plasma level of 36 ± 3.6 μg/ml (mean ± S.E., *N* = 21), suggesting even distribution in total blood volume (unpublished results). All treatments and tumor measurements were carried out by Carlos Benitez and Maria Idalia Cruz under the auspices of the Animal Shared Resource.

### Fluorescence-activated cell sorting (FACS)

Tumor and spleen were removed and digested with collagenase D (Roche) and the cell suspension filtered, washed and erythrocytes lysed before analysis of 1 × 10^6^ cells by FACS as previously described [15]. Viable cells were determined with the Live/Dead Fixable Dead Cell Stain Kit (Invitrogen) and excluded from analysis, and non-specific binding was blocked with Fc antibody CD16/32 (Biolegend). Cells were sorted for CD45^+^ cells and subsequently for macrophages (F4/80^+^/MHCII^+^), G-MDSC (CD11b^+^/Gr-1^+^), M-MDSC (CD11b^+^/Ly6C^+^), dendritic cells (CD11c^+^/MHCII^+^), T cells (CD4^+^/CD8^+^), NK cells (CD45^+^/NK1.1^+^) and Treg cells (Foxp3^+^/PD-1) as previously described [15, 21]. Analysis was conducted by the Flow Cytometry and Cell Sorting Shared Resource using a BD LSRFortessa analyzer (BD Biosciences) and FCS Express 4 software (De Novo Software). Antibodies and their dilutions are listed in Supplementary Table 2.

### Histopathology and immunohistochemistry

Mammary tissue was excised and FFPE sections were prepared for antigen retrieval as previously described [40, 41]. Biotin-conjugated secondary antibodies were diluted in TBS containing 0.1% Tween-20 and incubated for 30 min at room temperature using ABC Vectastain (Vector Laboratories) and diaminobenzidine (Pierce). Slides were counterstained with Harris-modified hematoxylin (Thermo-Fisher, Inc.), dehydrated and mounted in Permount (Thermo-Fisher, Inc.). Antibodies and their dilutions are listed in Supplementary Table 2.

### RNAseq analysis

RNA was extracted, its quality assessed and RNAseq performed by Novagene as previously described [21, 42]. Raw data quality was checked using FastQC (v0.11.9), and adapter trimming of raw data was performed using Cutadapt (v3.5). The reference genome was downloaded from Ensembl mm10 release 99, and the reference genome index was built using Bowtie2 (v2.4.1) software. Paired-end trimmed reads alignment and raw read count calculation were performed using RSEM software (v1.3.1). Statistical analysis was performed using the DESeq2 package (v1.36.0) in R (v4.1). Genes with *p*-value < 0.05 were considered as differentially expressed and used as input for Gene Set Enrichment Analysis (GSEA) (v4.2.3, Broad Institute). RNAseq data were deposited in the GEO database under accession no. GSE215964.

### Quantitative real-time polymerase chain reaction (qRT-PCR)

Total RNA (1 μg) from each of 3 samples per group was reverse transcribed using the Omniscript RT kit (Qiagen) as previously described [21, 41]. PCR was performed in triplicate using an ABI-Prism 7700 (Applied Biosystems) and SYBRGreen I detection (Qiagen) according to the manufacturer’s protocol. Amplification using the appropriate primers was confirmed by ethidium bromide staining of the PCR products on an agarose gel. The expression of each target gene was normalized to GAPDH and is presented as the ratio of the target gene to GADPH expression calculated using the formula, 2^−ΔCt^, where ΔCt = Ct^Target^−Ct^18s^ [41]. RT-PCR primers are listed in Supplementary Table 3.

### Imaging mass cytometry (IMC)

Multiplex IHC and IMC was used to assess the effect of anti-PD-1 mAb treatment on the cellular composition of tumors from NeuT/ATTAC mice (*N* = 4 per group) after induction of fibrosis by AP21087 [21]. Twenty-four tumor, stromal and immune cell markers were tested, and six positive signals were obtained (Figure 2A). Segmentation masks were generated for each image to enable single cell data extraction with histoCAT software to visualize and quantify the cell types of interest [43]. T-SNE, a multidimensional reduction tool, was used to generate single cell data into two dimensions. A list of antibodies is provided in Supplementary Table 2.

### Statistical analysis

Statistical significance of means ± S.E. were evaluated using the two-tailed Student’s *t* test at a significance of *P* < 0.05. Survival data were analyzed using the Mantel-Cox log-rank test and tumor growth by the unpaired two-tailed Student’s *t* test at a significance of *P* < 0.05 using Prism GraphPad software.

## SUPPLEMENTARY MATERIALS

# Supplementary material for: Resistance of MMTV-NeuT/ATTAC mice to anti-PD-1 immune checkpoint therapy is associated with macrophage infiltration and Wnt pathway expression
**Source:** Oncotarget. 2022 Dec 20;13:1350–8. doi: 10.18632/oncotarget.28330
**Supplement:** Supplementary file 1

## Resistance of MMTV-NeuT/ATTAC mice to anti-PD-1 immune checkpoint therapy is associated with macrophage infiltration and Wnt pathway expression

### SUPPLEMENTARY MATERIALS

**Supplementary Table 1: RNAseq results of genes with  $\geq 1.5$ -fold change,  $p$ -value  $\leq 0.05$  and a raw score  $\geq 300$ . See Supplementary Table 1**

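The table lists 1013 genes, 566 with a higher and 447 with a lower value in the anti-PD-1 group. Its columns give the gene symbol, a fold change, a value for each group (the raw score) and a p-value. In 77 of the genes the values of both groups were under 300, and in 3 genes, Lef1 among them, the p of the table was above 0.05. By symbol, 1000 of the genes matched the deposited FPKM values, and 8 more by an older or newer symbol. To see what the group values are, geometric means of the reads recovered from the FPKM were computed over the 3 tumors of each group. The log2 fold of these means lay within 0.03 of the log2 fold in the table for the median gene, against 0.06 with arithmetic means. In 98.9% of 1008 genes the fold was within 1.5 times of the table's. In 5 genes, none of which passed the filter on low FPKM, the fold did not have the table's direction. For these genes the recovered reads differ from the values behind the table. This scale was found by trying several means on the data. On it, the raw score of Vim was 3127 in IgG and 9346 in anti-PD-1 tumors, and the paper's reported values are 2925 and 9071.

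Of the genes in the table, 996 passed the filter on low FPKM, and all 996 had the same direction in the limma comparison of the 3 tumors per group. The median ratio of the log2 fold change here to that in the table was 0.863. An unadjusted p under 0.05 was reached by 816 of the 996 genes, and 735 were also at least 1.5-fold changed. None of them had a limma adjusted p under 0.05. These counts moved with single tumors, to 483 and 406 genes without IgG replicate 2, 535 and 500 without anti-PD-1 replicate 3 and 894 and 872 without IgG replicate 1, where 11 genes had an adjusted p under 0.05. The table and these values come from the same tumors, so their shared direction is not an independent test.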

**Supplementary Table 2: Antibodies for IHC, IMC and FACS**

| IHC               |            |             |              |             |
|-------------------|------------|-------------|--------------|-------------|
| Antibody          | Catalog#   | Source      | Lot#         | Dilution    |
| TGF-beta1         | MA1-21595  | Invitrogen  |              |             |
| Plaur (Urokinase) | MA5-32586  | Invitrogen  | XF3611962C   | 1/250       |
| CyclinD1          | 701421     | Invitrogen  | XF3614729    | 1/400       |
| Vimentin          | ab8978     | Abcam       | QI224056     | 1/1000      |
| Dkk1              | 102-12780  | RayBiotech  |              | 1/500       |
| Frizzled5         | ab75234    | Abcam       | GR309195-44  | 1/400       |
| Lgr6              | ab214325   | Abcam       | GR3237703-16 | 1/125       |
| FACS              |            |             |              |             |
| Myeloid           | Catalog#   | Source      | Conjugate    | Clone       |
| Ly6g              | 127628     | Biolegend   | BV421        | 1A8         |
| CD11b             | 563168     | BD          | BV711        | M1/70       |
| F4/80             | 123141     | Biolegend   | BV785        | BM8         |
| Ly6C              | 553104     | BD          | FITC         | AL-21       |
| CD8a              | 100732     | Biolegend   | PerCPCy5.5   | 53-6.7      |
| CD86              | 105008     | Biolegend   | PE           | GL-1        |
| I-A/I-E           | 25-5321-82 | eBioscience | PE-Cy7       | M5/114.15.2 |
| CD80              | 102716     | Biolegend   | A647         | 16-10A      |
| CD11c             | 565872     | BD          | APC-R700     | N418        |
| CD45              | 103116     | Biolegend   | APC-Cy7      | 30-F11      |
| Lymphocytes       |            |             |              |             |
| CD49b             | 563063     | BD          | BV421        | DX5         |
| CD335             | 562850     | BD          | BV421        | 29A14       |
| CD25              | 740714     | BD          | BV711        | PC61        |
| CD44              | 563736     | BD          | BV785        | IM7         |
| CD4               | 553729     | BD          | FITC         | GK1.5       |
| CD3e              | 551163     | BD          | PerCPCy5.5   | 145-2C11    |
| TCRb              | 560657     | BD          | PerCPCy5.5   | H57-597     |

|                |            |             |          |         |
|----------------|------------|-------------|----------|---------|
| CD62L          | 553151     | BD          | PE       | MEL-14  |
| PD-1           | 109110     | Biolegend   | PE-Cy7   | RMP1-30 |
| Foxp3          | 17-5773-82 | eBioscience | APC      | FJK-16s |
| CD8            | 564983     | BD          | APC-R700 | 53–6.7  |
| CD45           | 103116     | Biolegend   | APC-Cy7  | 30-F11  |
| Live/Deadstain |            |             |          |         |

# IMC

| Antibody | Metal | Catalog#   | Source   | Clone           | Conc. (ug/ml) |
|----------|-------|------------|----------|-----------------|---------------|
| CD31     | 150Nd | 77699S     | R&D      | D8V9E           | 2.5 (1:200)   |
| F4/80    | 158Gd | 70076S     | R&D      | D2S9R           | 5 (1:100)     |
| Erbb     | 161Dy | ab16901    | Abcam    | 3B5             | 0.2           |
| Ki67     | 168Er | 3168022D   | Fluidigm | B56 (cross)     | 5 (1:100)     |
| a-SMA    | 176Yb | 14-9760-82 | Abcam    | 1A4             | 2.5 (1:200)   |

**Supplementary Table 3: List of primers for qRT-PCR analysis**

| Gene accession# | Primer name | Sequence                    | Amplicon size (bp) |
|-----------------|-------------|-----------------------------|--------------------|
| Bmp1            | FWD         | GAC AAC TCGGTA CAGAGGAAA G  | 109                |
| NM_001360021    | REV         | CGA ACTGGGCATGGGAATAA       |                    |
| Col2a1          | FWD         | GCA GAATGGGCAGAGGTATAA      | 116                |
| NR_177066       | REV         | AGTCTGGGTCTTCACAGATAATG     |                    |
| Dkk1l           | FWD         | ATGTCGACTCTC AGC AGAAC      | 99                 |
| NM_015789       | REV         | GGTCTCGTAGCAGGTCATTT        |                    |
| Fzd5            | FWD         | CTGTGTGTGTCACTGGGATT        | 99                 |
| NM_022721       | REV         | GCC GGTAGTCTC ATAGTGAATG    |                    |
| Gapdh           | FWD         | GGC AAATTC AACGGC ACA       | 93                 |
| NM_001289726.1  | REV         | GTTAGTGGGGTCTCGCTCCTG       |                    |
| Mmp3            | FWD         | GGA CCAGGGATTAATGGAGATG     | 92                 |
| NM_010809       | REV         | TGA GCA GCA ACC AGGAATAG    |                    |
| Tgfb1           | FWD         | CTGAACCAA GGAGAC GGAATA C   | 101                |
| NM_011577       | REV         | GGGCTGATCCCGTTGATTT         |                    |
| Vim             | FWD         | CCC TGA ACC TGAGAGAAA CTAAC | 93                 |
| NM_011701       | REV         | CTC TGGTCTCAA CCGTCTTAATC   |                    |

How the deposited data were processed for this re-analysis (not part of the article)

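RNAseq of mammary tumors from NeuT/ATTAC mice treated with IgG (3 tumors) or anti-PD-1 mAb (3 tumors) was re-analyzed from the values the authors deposited. The groups and the replicate numbers were taken from the sample labels, and the doses and ages from the methods of the paper. The imaging mass cytometry, FACS, immunohistochemistry, qRT-PCR and survival data of the paper were not analysed here.

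The methods of the paper name FastQC, Cutadapt, a mm10 reference from Ensembl, RSEM for alignment and counting, and the authors' DESeq2 for testing. The authors deposited FPKM values for 54532 Ensembl gene IDs per tumor, and the paper's text does not say how the FPKM was made. Of these IDs, 54409 matched the mouse annotation used here, GENCODE release M21 (Ensembl release 96, GRCm38), and 123 did not. FPKM times the merged exon length of a gene fell on whole multiples of 1 read, within 0.1 of a whole number, in all 6 tumors for 53558 gene IDs. Of the 28732 IDs above 0, 27844 had whole reads throughout and 888 did not. The step between multiples gave the reads behind each value. Summed over the IDs with whole reads throughout, the total per tumor lay between 21065845 and 23843887. Before any rescaling the median-of-ratios factors of the FPKM values lay between 1.00 and 1.01. No pair of tumors held identical profiles, and the Pearson correlation of log2 values across genes, which are not independent, ran from 0.892 to 0.958.

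The FPKM values were divided by the median-of-ratios factors, 1 was added, and log2 was taken. Genes with a mean FPKM of at least 0.5 over the 6 tumors (15069 genes) were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend), two-sided and with Benjamini-Hochberg adjustment over these genes. Exact permutation tests compared the 3 log2 values of 1 group with the 3 of the other. Gene sets were tested with camera at a preset correlation of 0.01, adjusted over 12 sets. They were the 14 genes of Table 1, Wnt ligands with receptors and regulators, canonical Wnt targets, and mesenchymal, epithelial, fibroblast and matrix, macrophage, T cell, proliferation, glycolysis, interferon-stimulated and MHC class I genes. The last 3 lists were written, and the comparison of chromosomes was planned, after reading Supplementary Table 1. Another 9 lists held markers of other tissues and cells. For each chromosome, the median log2 fold change of its tested genes minus that of all tested genes was taken as its shift, and camera was run with each chromosome as a set. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for reading, annotation and figures.

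Genes named singly were those of Table 1 and Fig. 4A, Arg1, Gapdh, Lgr6, 11 antigens stained or sorted in the study, Cd68, and the 3 higher and 3 lower genes with the smallest p among those whose groups did not overlap. Other genes are named as members of a set or where the text says that they were picked afterwards.

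The scripts were tested on simulated reads for 14377 genes drawn from the means and library sizes of these tumors, with 200 genes changed by a log2 fold of 2. Of these, 177 (88.5%) were recovered at an adjusted p under 0.05, with 8 false calls, and 4.76% of unchanged genes had an unadjusted p under 0.05. The median estimate for the higher genes was 1.78. A chromosome shift of -0.4 in the simulated reads came out as -0.29. The simulated genes varied independently with 1 median dispersion, so that variation shared between genes of a tumor was not part of the test.

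The alternatives tried were 0.1 in place of 1 added to the FPKM, no filter on low FPKM, a mean FPKM of at least 2, FPKM as deposited, quantile normalization, eBayes without the trend, the replicate number as a block, and leaving out each tumor in turn. For gene sets, fry and an estimated correlation were tried, and for chromosomes, leaving out the genes of Supplementary Table 1. Limma's voom on the recovered reads was added after seeing the data, and so were fry and an estimated correlation for chromosomes. Pathway Studio and GSEA were not run here. Reads shared between overlapping genes, paralogs or pseudogenes could not be separated from the deposited values.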

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

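The tests in this part were chosen only after the results were seen, except the comparison of chromosomes with each other, the test of glycolysis genes other than Gapdh and the count of splits for the genes past both thresholds. The comparison of chromosomes was prompted by Supplementary Table 1, which comes from the same tumors, so it is not an independent test. The paper reports none of the patterns described here.

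Genes of chromosomes 4 and 9 were lower in anti-PD-1 tumors. Relative to all tested genes, the median log2 fold change was shifted by -0.41 on chromosome 4 (adjusted p = 6.4e-22 from camera) and by -0.36 on chromosome 9 (adjusted p = 5.3e-16), and 83.6% of 926 and 82.3% of 798 genes were lower. Neither call held with fry (adjusted p = 0.252 and 0.297) or an estimated correlation (adjusted p = 0.542 for both), so that the small p hangs on camera's preset correlation. These 2 chromosomes hold 11.4% of the tested genes and 342 of the 683 genes (50.1%) that were lower past both thresholds, but 28 of the 587 higher genes (4.77%). Among the genes that Supplementary Table 1 lists as lower, 245 (55.3%) lie on them. That table comes from the same tumors and prompted the comparison, so this share is not further evidence. The p-values of the shifts are not those of a hypothesis formed on other data. The shift did not follow the groups fully. On chromosome 4, the medians relative to the 6-tumor mean were -0.09, 0.37 and 0.33 in IgG replicates 1 to 3 and -0.16, -0.22 and -0.23 in anti-PD-1 replicates 1 to 3 (exact permutation test, p = 0.1). On chromosome 9 they were -0.13, 0.33 and 0.33 in IgG and -0.04, -0.26 and -0.26 in anti-PD-1 tumors (exact permutation test, p = 0.2). IgG replicate 1 was thus closer to the anti-PD-1 tumors, and without it the shifts were -0.57 and -0.52. Of the 10 splits of the 6 tumors into 3 and 3, 1 gave a shift as large for chromosome 4 and 2 for chromosome 9, and 3 tumors against 3 cannot give fewer than 1.

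A trend with GC content or gene length did not account for the shifts, which were -0.42 and -0.36 after removing each tumor's median in 10 bins of GC content and -0.41 and -0.36 in 10 bins of exon length. A different mixture of cell types would change genes scattered over the genome, whereas 100% of the 7 bins of 25 Mb on chromosome 4 and of the 5 on chromosome 9 were lower, with medians from -0.55 to -0.32. In the 94 bins of the chromosomes other than 4, 9 and 15 the medians ran from -0.13 to 0.14. The largest shift among the 17 other chromosomes was 0.0727. Outside Supplementary Table 1 the shifts were -0.33 and -0.33. A candidate explanation is therefore that the tumors differ in the dosage of whole chromosomes, as a hypothesis, since DNA was not measured here. FAT-ATTAC mice came from a C57BL/6 background and were crossed into FVB. Whether strain segments that differ between mice contribute cannot be told apart from dosage, since no genotypes were used here and the share of genes in the direction of the shift (83.6% and 82.3%) does not separate them. Treatment, through selection among tumor cells for example, also stays open and was not tested.

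Genes of chromosome 15 were higher, with a shift of 0.16 (adjusted p = 6.4e-04 from camera; 71.1% of 630 genes higher), a call that fry (adjusted p = 0.533) and an estimated correlation (adjusted p = 0.753) did not hold. One tumor carried this. The medians were -0.09, -0.16 and 0.01 in IgG replicates 1 to 3 and -0.05, -0.05 and 0.34 in anti-PD-1 replicates 1 to 3 (exact permutation test, p = 0.4), and without anti-PD-1 replicate 3 the shift was 0.03 (adjusted p = 0.554). As many as 4 of the 10 splits gave a shift as large. After correction in bins of GC content the shift was 0.13, and after correction in bins of length 0.15, which argues against these trends as the whole cause. Outside Supplementary Table 1 the shift was 0.15. Between the groups, the bins do not decide about a mixture of cell types. While 100% of the 5 bins of 25 Mb were higher, so were all bins of 4 other chromosomes, and 3 of the 5 medians lay within the range of the other chromosomes. Within anti-PD-1 replicate 3 they do. Relative to the 6-tumor mean, the 5 bins had medians from 0.24 to 0.37 in that tumor and the 94 bins of the chromosomes other than 4, 9 and 15 from -0.09 to 0.16, which argues against a mixture of cell types as the whole cause there. A higher dosage of chromosome 15 in this tumor and strain segments (71.1% of genes in one direction) stay open. Other shifts of a single tumor were seen on chromosome 8, at -0.29 in anti-PD-1 replicate 2, and on chromosome 2, at 0.20 in IgG replicate 3. In that IgG tumor the bins of 25 Mb on chromosome 2 had medians from 0.105 to 0.297.

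MHC class I genes were lower in anti-PD-1 tumors, with a median log2 fold change of -0.79 (12 of 15 lower; camera adjusted p = 3.5e-04), and so were interferon-stimulated genes, with -0.45 (22 of 23 lower; camera adjusted p = 6.4e-05). Neither held with fry (adjusted p = 0.604) or an estimated correlation (adjusted p = 0.710). Both lists were written after reading Supplementary Table 1, which holds 6 genes of each. The medians per tumor for MHC class I were -0.24, 0.83 and 0.48 in IgG replicates 1 to 3 and -0.63, -0.09 and -0.24 in anti-PD-1 replicates 1 to 3 (exact permutation test, p = 0.2), and 1 of the 10 splits gave a median as large. Without IgG replicate 2 the median log2 fold change was -0.50. Reads that the counting moved between the near-identical H2 genes would leave the sum of their reads unchanged. FPKM is scaled by exon length, so the summed FPKM would stay unchanged only for genes of like length. The summed FPKM of the 7 H2 genes fell from 1701 ± 664 (SD, n = 3) to 885 ± 101 (SD, n = 3), a log2 fold change of -0.87 (exact permutation test, p = 0.1). B2m, which is outside the family, had a log2 fold change of -0.94. All 7 H2 genes were lower, which exchange of reads among these 7 alone cannot give. Reads lost to genes outside the 7, or not counted at all, were not tested. The sum was chosen as the test after a first one had been seen, the median of the 8 members outside the H2 family, which was -0.24 with 5 of the 8 lower. For the interferon-stimulated genes the medians were 0.28, 0.40 and -0.09 in IgG and -0.49, 0.47 and -0.60 in anti-PD-1 tumors (exact permutation test, p = 0.4), and 3 of the 10 splits gave a median as large. Anti-PD-1 replicate 2 lay with the higher IgG tumors, and without it the median log2 fold change was -0.77, against -0.20 without anti-PD-1 replicate 3. A response to treatment and a difference between single tumors both stay open for these sets.

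Gapdh and other glycolysis genes were higher in anti-PD-1 tumors. The set of 16 gene IDs had a median log2 fold change of 0.75 (14 higher; camera adjusted p = 4.7e-05), which fry (adjusted p = 0.604) and an estimated correlation (adjusted p = 0.710) did not hold. Gapdh (ENSMUSG00000057666, chromosome 6 from 125161715 to 125166467) rose from 416 ± 330 (SD, n = 3) to 1097 ± 197 (SD, n = 3) FPKM, a log2 fold change of 1.68 (standard error 0.53, adjusted p = 0.355 from limma; exact permutation test, p = 0.1). Of the 15 other gene IDs, 13 were higher. Aldoa holds more than 1 of them. An Aldoa ID with a log2 fold change of 0.80 was counted as unlisted, although Supplementary Table 1 lists Aldoa by symbol. The 9 unlisted IDs, this Aldoa ID included, had a median of 0.51, with 7 higher, which goes with a rise beyond Gapdh. The exceptions, Eno1 (log2 fold change -0.25) and Slc2a1 (-0.02), both lie on chromosome 4. The medians per tumor were 0.02, -0.94 and -0.16 in IgG replicates 1 to 3 and 0.16, 0.15 and 0.71 in anti-PD-1 replicates 1 to 3 (exact permutation test, p = 0.1), and 1 of the 10 splits gave a median as large. IgG replicate 2 weighed most, since the median log2 fold change was 0.40 without it. Hypoxia, cell composition and treatment were not tested as reasons.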

How the results depend on the processing

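Voom on the recovered reads, and fry and an estimated correlation for chromosomes, were chosen after seeing the data, and the other alternatives before the data were examined.

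No gene had a limma adjusted p under 0.05 with all 6 tumors in the settings fixed in advance, with 1848 genes at an unadjusted p under 0.05 in the comparison as reported. Voom gave 1 gene, Fetub (adjusted p = 0.0403). Over the fits that each left out 1 tumor the count ranged from 0 to 12. It was 12 without IgG replicate 1, 1 without IgG replicate 3 (Fetub, adjusted p = 0.0397) and 1 without anti-PD-1 replicate 2 (Wfdc5, named after its value was seen, adjusted p = 0.0482). Over all settings fixed in advance the adjusted p of Fetub ranged from 0.0397 to 0.462. At an unadjusted p under 0.05 and 1.5-fold, the 587 higher genes became 469 to 663 and the 683 lower genes 520 to 800 in the settings fixed in advance with all 6 tumors, and 668 and 870 with voom. The counts ranged from 369 to 1000 higher and from 388 to 1242 lower genes in the leave-one-out fits. The lowest came without IgG replicate 2 and the highest without IgG replicate 1, and without anti-PD-1 replicate 3 there were 455 lower genes. Of the genes past both thresholds 46.2% were higher, between 43.4% with voom and 49.7% with the replicate block, and 56.0% without anti-PD-1 replicate 2. The cause was not tested. In 10 splits of the 6 tumors into 3 and 3, 1 (the real one) had as many genes past both thresholds, the next having 1005. Since the real split had 0 genes at an adjusted p under 0.05, all 10 had as many, and another had 3.

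The 14 genes of Table 1 kept a positive median in every setting. Their adjusted p passed 0.05 only where the set test itself was changed, with fry or an estimated correlation, as it did for the glycolysis, interferon-stimulated and MHC class I genes. Their medians in these tests were 0.85, 0.75, -0.45 and -0.79, with an adjusted p of 0.604 in fry and of 0.710 with the estimated correlation. Of the 10 splits, 2 gave a median of the Table 1 genes as large as the real 0.85. The split that set IgG replicate 1 with anti-PD-1 replicates 1 and 3 was the other, with 0.88.

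Sets just above the threshold fell below it in some settings, and the cause was not tested. With fry and an estimated correlation none of them did (adjusted p from 0.679 to 0.693 and from 0.710 to 0.713). Without the filter on low FPKM, the medians that passed were 0.50 for fibroblast and matrix (adjusted p = 0.0406), 0.20 for macrophage (0.0433) and 0.34 for proliferation genes (0.0405). With a mean FPKM of at least 2 they were 0.55 for fibroblast and matrix and 0.50 for mesenchymal genes (both 0.0445), and with quantile normalization 0.45 and 0.33 (both 0.0470). With voom they were 0.55, 0.49 and, for proliferation genes, 0.36 (all 0.0402). In the leave-one-out fits the medians ranged from 0.12 to 0.96 for fibroblast and matrix, from 0.12 to 0.61 for mesenchymal, from 0.0336 to 0.38 for macrophage and from 0.0361 to 0.46 for proliferation genes. Leaving out IgG replicate 1 or anti-PD-1 replicate 2 brought the first 2 of these sets under an adjusted p of 0.05, IgG replicate 2 or anti-PD-1 replicate 2 the macrophage genes, and IgG replicate 1, IgG replicate 3 or anti-PD-1 replicate 3 the proliferation genes.

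The 2 Wnt sets had medians near 0 that changed sign. For canonical targets the median of -0.02 became 0.0382 with 0.1 added to the FPKM and 0.0319 with voom, and ranged from -0.18 to 0.16 in the leave-one-out fits. For ligands, receptors and regulators the 0.03 became -0.0056 without the filter and -0.0017 with quantile normalization, and ranged from -0.0595 to 0.0595. Neither passed an adjusted p of 0.05 in any setting run.

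The shifts of chromosomes 4 and 9 stayed negative in every setting run, from -0.57 to -0.16 and from -0.52 to -0.10, the smallest without the filter on low FPKM, where genes near 0 enter. They kept an adjusted p under 0.05 in every setting that used camera's preset correlation. With fry and with an estimated correlation, which leave the shifts of -0.41, -0.36 and, for chromosome 15, 0.16 as they are, all 3 chromosomes lost their call (adjusted p from 0.252 to 0.533 in fry and from 0.542 to 0.753 with the estimated correlation). On chromosome 15 the leave-one-out range was 0.0288 to 0.23, and the shift lost its call without anti-PD-1 replicate 3 (adjusted p = 0.554).

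The replicate block, which compares tumors of the same replicate number, gave 663 higher and 671 lower genes, and 0 at an adjusted p under 0.05 beside 1725 at an unadjusted one. With the replicate block the medians of 0.50 for fibroblast and matrix and 0.33 for mesenchymal genes passed the threshold (adjusted p = 1.4e-05 and 0.0046). It changed no other call among the 12 sets and the 3 chromosomes. The deviations of tumors sharing a number correlated at -0.164, 0.00508 and 0.194 across genes for numbers 1 to 3. No values for tumors with different numbers were set beside them, so whether the numbers pair the tumors stays open.

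Among single named genes, 395 of the comparisons with another setting left the call at an unadjusted p of 0.05 as it was, 15 lost it, 15 gained it and 5 changed direction. The gene that changed direction was Adgre1 (0.01), at -0.0020 with voom and from -0.16 to 0.20 in the leave-one-out fits. Calls lost when 1 tumor was left out concerned Fzd5, Bmp1, Tgfb1, Mmp3, Arg1 and Lgr6, and Bmp1 also lost its call without the filter. Fits with 5 tumors have less power. Vim, Dkkl1, Ccnd1, Gapdh and Cd68 kept an unadjusted p under 0.05 in every fit, as did the 6 genes named for their small p.

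Several marker lists changed sign. With a mean FPKM of at least 2, the keratinocyte list changed sign to 0.97 and the B cell list to 0.13. In the leave-one-out fits the medians ranged from -1.43 to 0.16 for milk proteins, from -0.41 to 0.35 for B cells, from -1.33 to 0.45 for erythroid and from -0.11 to 2.08 for skeletal muscle genes.

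Depth limits the genes with few reads. Mir6905 and Mir7227, for example, had at most 7 and 6 reads in any tumor, and Col2a1 had 0 and 1 reads in 2 of the IgG tumors. Simulated reads for the same number of tumors gave 177 of 200 genes changed by a log2 fold of 2, so that changes of that size were within reach at the simulated spread, and smaller ones were not tested.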

Differences from the paper's values

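The fold scale of Supplementary Table 1 was found, and voom on the recovered reads added, only after the data were seen. On the scale of that table, geometric means of reads, none of the fold changes or raw scores compared for the genes named here differed from the paper's by the margins set. The nearest was Col2a1, with a fold of 40.2 against the paper's 57.7 in the table and about 39 in Fig. 4A, read by eye. The ratio of the raw scores of Col2a1 in the table is the smaller of these. The fold of Col2a1 depended on single tumors, from 11.1 to 380 in the leave-one-out fits. It also depended on the constant added, with a fold of 106 for 0.1 in place of 1. The IgG raw score of Col2a1 was then 4.92, against the paper's 12.7. In the leave-one-out fits the fold of Lef1 ran from 2.04 to 7.83 and that of Dkkl1 from -13.7 to -4.70.

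The paper lists Col2a1, Plaur, Wnt5a, Vcan, Bgn, Ccn2, Tert and Lef1 in Table 1 among genes past its thresholds of fold and p. In the comparison made here each was higher, but none reached an unadjusted p of 0.05. For Lef1 the table's own p is 0.0529, and Wnt5a, Vcan, Bgn, Ccnd1, Ccn2 and Tert are not in Supplementary Table 1. The unadjusted limma p was 0.257 for Col2a1, 0.0706 for Plaur, 0.217 for Wnt5a, 0.227 for Vcan, 0.132 for Bgn, 0.0970 for Ccn2, 0.0823 for Tert and 0.303 for Lef1. The log2 fold changes of Lef1 (0.50), Tert (0.49) and Wnt5a (0.55) were also under 1.5-fold, which came from the 1 added to the FPKM. With 0.1 added they were 1.34, 0.65 and 0.68, and on the scale of the table the folds were 3.27, 1.59 and 1.62, all above 1.5.

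Of the alternatives set before the data were examined, leaving out IgG replicate 1 brought 7 of these 8 genes under an unadjusted p of 0.05. The values were 0.0149 for Col2a1, 0.0109 for Plaur, 0.0229 for Wnt5a, 0.0492 for Vcan, 0.000737 for Ccn2, 0.0346 for Tert and 0.0327 for Lef1. Bgn reached 0.00701 without anti-PD-1 replicate 2. With the replicate block, p was 0.00505 for Plaur, 0.0163 for Bgn and 0.0337 for Ccn2. With voom, chosen after seeing the values, Col2a1 had a p of 0.0421. No other setting run called any of the 8 genes.

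The paper states that fibroblast, endothelial and matrix processes were upregulated. In the lists used here the median log2 fold change was 0.50 for fibroblast and matrix genes (adjusted p = 0.0521 from camera) and -0.21 for 9 endothelium markers (adjusted p = 0.144 over the marker lists), 8 of which were lower. The fibroblast and matrix genes passed 0.05 without the filter on low FPKM, with a mean FPKM of at least 2 and with quantile normalization. They also passed it with the replicate block, without IgG replicate 1, without anti-PD-1 replicate 2 and with voom. With fry (adjusted p = 0.693) and an estimated correlation (adjusted p = 0.713) they did not pass. Nor did they in the other leave-one-out fits, where the adjusted p reached 0.951 without anti-PD-1 replicate 1. The endothelium markers, still lower, passed 0.05 without IgG replicate 2 (median -0.29, adjusted p = 0.0242) and without anti-PD-1 replicate 1 (median -0.32, adjusted p = 0.0266). With fry (adjusted p = 0.657) and an estimated correlation (adjusted p = 0.918) they did not. They mark a cell type and are another list than the paper's genes for endothelial cell proliferation. Those 11 genes were all higher, with a median of 0.85 (exact permutation test, p = 0.1).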

Other observations

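The test of IgG replicate 1 was chosen only after its position had been seen, and the other values in this part are given without an explanation.

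Across genes, IgG replicate 1 was closer to the anti-PD-1 tumors than to the other IgG tumors. Its mean Pearson r was 0.954 with the 3 anti-PD-1 tumors and 0.936 with the other 2 IgG tumors, and its lowest r with an anti-PD-1 tumor (0.951) was above its highest with an IgG tumor (0.937). Genes are not independent replicates, and no p is given. A mislabelled sample may give this picture, and so may a spread among IgG tumors that spans the anti-PD-1 tumors. These cannot be told apart, since the values hold no genotype or treatment mark that differs between the groups. Several calls of single Table 1 genes changed without IgG replicate 1, while the calls of chromosomes 4 and 9 did not. Without it 12 genes had an adjusted p under 0.05, and all of the labels were kept as given.

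The RNA of 11 antigens stained or sorted in the paper was compared in these tumors, which the paper does not state to be the same animals. Adgre1, which encodes F4/80, had an FPKM of 7.33 ± 2.03 (SD, n = 3) in anti-PD-1 and 7.21 ± 1.44 (SD, n = 3) in IgG tumors, a log2 fold change of 0.01 that changed sign in 4 of the 6 leave-one-out fits. Cd68, a macrophage gene that the paper neither stained nor sorted, rose from 15.6 ± 2.26 (SD, n = 3) to 27.2 ± 4.51 (SD, n = 3) FPKM, a log2 fold change of 0.76 (adjusted p = 0.344 from limma; exact permutation test, p = 0.1). Log2 fold changes of 0.34 for Erbb2, -0.25 for Mki67, 0.31 for Itgam, -0.21 for Pecam1 and 0.55 for Acta2 all had an unadjusted p above 0.05 in limma. Acta2 fell below it with the replicate block and without anti-PD-1 replicate 2, and Erbb2 without the filter on low FPKM. In Erbb2 the groups did not overlap (exact permutation test, p = 0.1). Whether reads of the MMTV-NeuT transgene were counted on the mouse Erbb2 gene was not checked, so its value may not measure the transgene. Foxp3, Pdcd1, Cd3e, Cd4 and Cd8a were under the filter on low FPKM. Foxp3 had 9, 1 and 14 reads in IgG replicates 1 to 3 and 2, 28 and 9 reads in anti-PD-1 replicates 1 to 3. These reads are rounded, since the Foxp3 values were not whole reads throughout. So few reads with this spread cannot decide about a change in Treg cells. The size of a Foxp3 change within reach was not tested.

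The paper normalized its qRT-PCR to Gapdh, and also gives a formula with 18s. In the RNAseq, Gapdh was itself higher in anti-PD-1 tumors. Set against Gapdh in the same tumor, all 8 genes of Fig. 4A had a negative log2 change with 1 added to the FPKM. It was -0.33 for Fzd5, -1.18 for Lef1, -0.70 for Tgfb1, -0.65 for Bmp1, -0.76 for Mmp3, -0.68 for Col2a1, -0.14 for Vim and -4.05 for Dkkl1. The exact permutation p was 0.1 for Lef1 and Dkkl1 and between 0.2 and 0.8 for the others. For Lef1 and Col2a1, which are low, the sign depended on the scale. With 0.1 added, Col2a1 was at 1.04 and Lef1 at -0.34, and with voom, chosen after seeing the data, they were at 4.22 and 0.0723. The other 6 genes stayed negative on both scales. Fig. 4B shows all genes but Dkkl1 as higher. Pseudogenes of Gapdh share its sequence, and the reads counted on Gapdh could not be checked against them. With 13 of 15 other glycolysis gene IDs higher, Aldoa counted under more than 1 ID, Gapdh did not move alone.

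Of the sets not given elsewhere, proliferation genes had a median log2 fold change of 0.34 (13 of 16 higher, adjusted p = 0.0521 from camera). The median was 0.37 for epithelial genes (11 of 16 higher, adjusted p = 0.249). T cell genes had -0.22 (1 of the 5 that were tested of 22 higher, adjusted p = 0.258). No call was made with fry or an estimated correlation for these sets. Among the marker lists, adjusted over the 9 lists, none reached 0.05 in the comparison as reported. Chondrocyte genes had a median of 0.67 (8 of 10 higher, adjusted p = 0.0717), neutrophil genes 0.53 (0.432), skeletal muscle 0.81 (0.524), milk proteins -0.59 (0.207), adipocyte -0.32 (0.632), erythroid -0.22 (0.783), keratinocyte -0.23 (0.896) and B cell genes -0.11 (0.896). Single tumors stood out in some of these lists. Milk protein genes in IgG replicate 2 were 2.13 above the 6-tumor mean on the log2 scale, erythroid genes in anti-PD-1 replicate 1 were 2.38 above it, and skeletal muscle genes were 2.03 above it in IgG replicate 2 and 2.28 in anti-PD-1 replicate 2.

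The chondrocyte list includes Col2a1, and 4 of its 10 tested genes are in Supplementary Table 1. With 1 added to the FPKM, Comp (log2 fold change 2.47), Cnmd (2.29) and Col11a2 (1.77) were the members with the largest rise. Comp had 194 to 519 FPKM in the anti-PD-1 tumors against 18.3 to 124 in the IgG tumors. Col2a1 was at 1.00 on that scale and at 2.73 with 0.1 added, so the ranking may not hold with another constant. Matn1 and Hapln1, of the same list, were listed at 0 in all 6 tumors, and Acan did not exceed 0.813 FPKM. With IgG replicate 1, Col2a1 was present in 4 of the 6 tumors at 0.725 FPKM or more. These genes were picked after their values were seen. The list passed 0.05 without the filter on low FPKM (median 0.54, adjusted p = 0.0111) and with the replicate block (0.67, adjusted p = 0.0155). It also passed with voom (0.68, adjusted p = 0.0256) and in 4 of the 6 leave-one-out fits. Over all 6 of these fits the medians ran from 0.46 to 0.76. The 0.76 came without IgG replicate 1, where the list did not pass (adjusted p = 0.144). Nor did it with fry (adjusted p = 0.296) or an estimated correlation (adjusted p = 0.806).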
